A study of Homo sapiens with 10 samples.

How the data were processed

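RNA of MIA PaCa-2 cells was hybridised by the authors to Agilent human gene expression arrays with 1 dye (Cy3) and scanned. Per the file headers, the deposited intensity of each spot was made with Agilent Feature Extraction 10.7.3.1, which subtracted the background, removed spatial trends within the array and replaced low spots by a surrogate; the submitters' processing notes name version 9.1. The deposited intensity was not normalized between arrays. The deposited files also hold the mean intensity and the local background intensity of each spot with no correction. The authors' deposited value table of the series is on a log2 scale. Its columns have nearly the same distribution, with medians from 7.716 to 7.720, and follow the log2 mean signal of the same array with r from 0.989 to 0.997, so that it was quantile normalized, while its background step stays unknown. Probe positions are those of the files, on hg19.

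The 58717 spots that are not controls hold 42405 probes. A probe was named through the RefSeq accession of the files in a table of current gene names where it matched (27241 probes), through its symbol (2659) or an older symbol (393), and kept the name of the file otherwise (12112). The log2 of the processed intensity minus the 75th percentile of its array was used. Spots marked as outliers by the software (0.627% to 3.90% of an array) were left out, spots of the same probe were averaged, and probes well above background on at least 3 arrays were kept (22457). The brightest probe stood for a gene, which gave 17545 genes, of which 1555 lacked a value on at least 1 array. Signals near background were measured less precisely on control 1, where the SD of negative controls was 33.5, against 11.8 to 16.1 on the other arrays. No array duplicated another: the highest r between any pair was 0.977, between CAL30 2 and CAL70 3.

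Groups were taken from the labels, with 4 control, 3 CAL30 and 3 CAL70 arrays. A linear model with 3 group means was fitted to all 10 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes), and p values were adjusted after Benjamini and Hochberg, with a threshold of 0.05. The 4 comparisons were these: each dose against control, the doses against each other and the mean of both against control. The 35 gene lists were fixed before the data were examined. The 33 lists with at least 5 genes measured on all arrays were tested with camera (preset correlation 0.01, adjusted over the lists), with camera and an estimated correlation, and with fry, which called 0 lists in each comparison, also for changes in either direction. The level of a list on an array is the mean over its genes, each centred over the arrays. Where a probe was not well above background on any array of a group, a bound was given: the mean of the bright group against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own. Such a bound holds for the background-subtracted intensities alone. For such a probe no fold change was given in the results where its own signal was the higher on all arrays of the dim group, or where the brighter group was not well above background throughout. Where named genes carry a value ± SE, it is the log2 fold change and its standard error from limma.

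The genes named were chosen by a rule fixed before the data were examined. It takes, for each dose against control, up to 10 higher and 10 lower genes of the largest change past the threshold, and up to 5 each way for the doses against each other. Their arrays had to lie on the same side of all arrays of the other group, with a probe well above background throughout at least 1 of the 2 groups and not saturated throughout both, and a symbol in the table of gene names that does not start with LOC. Where fewer than 5 passed, the smallest unadjusted p values filled up to 5, which was the case throughout. It also takes up to 4 members of each list by p, and fixed genes, of which SREBF1, FASN, SCD, HMOX1, CYP1A1, DDIT3, HSPA5, CDKN1A and MKI67 are described. Some genes that the rule takes are not reported here.

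The steps were tested on simulated data with the spread of the real genes, with 50 genes changed at each size among 15990. For CAL70 against control, 2% of the genes changed 2-fold were called, 42% of those changed 4-fold, 82% of those changed 8-fold and 88% of those changed 16-fold. For CAL30 against control these were 2%, 42%, 80% and 88%. Of the unchanged genes, 12 were called for CAL30 and 7 for CAL70. With no change simulated, 0 genes and 0 lists were called. The genes were simulated independently of each other, while the real genes of a list move together, with an estimated correlation of 0.87 for mitosis. The 0 lists therefore do not show how often camera with the preset correlation calls an unchanged list here. Alternatives were tried for the normalization, the background, the filter on dim probes, flagged spots, probes of a gene, the slide, the replicate number, the moderation, array weights, the arrays in the fit, the source of the values and each array in turn. Leaving out the arrays labelled control 3 and CAL70 3, or these with control 4 and CAL30 1, was added after seeing the data.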

Results

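The effect of a marigold extract (CAL) on gene expression was measured in MIA PaCa-2 cells, an established human pancreatic cancer cell line. Cells were treated with 30 and 70 µg/mL of the extract for 48 hours, and control cells received the solvent (DMSO). The series holds 10 arrays of 1 colour, 4 of control cells, 3 of cells treated with 30 µg/mL (CAL30) and 3 of cells treated with 70 µg/mL (CAL70). Per the labels, the arrays of a group come from independent experiments. The 75th percentile of the spot intensity, a measure of how bright an array was, ranged from 1275 to 2982. Between 48.8% and 55.8% of the 58717 spots of an array were well above background, and 0 spots were saturated. The precision of every value is limited by the number of arrays. Control 1 and control 2 were on slide 1, and the other 8 arrays, with all 3 groups, were on slide 2.

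The arrays did not sort by their labels. The first principal component held 39.0% of the variance over 15990 genes, and it placed control 3 (84.1), CAL70 1 (96.8) and CAL70 2 (76.7) on 1 side. The other 7 arrays lay between -63.1 and -11.7, and CAL70 3 was among them at -47.2. Across genes, the array labelled control 3 had a mean Pearson r of 0.974 with CAL70 1 and CAL70 2 and of 0.929 with the other 3 controls. The array labelled CAL70 3 had a mean r of 0.929 with CAL70 1 and CAL70 2 and of 0.962 with controls 1, 2 and 4. Its mean r with the CAL30 arrays was 0.970, and that of control 4 with them was also 0.970. These correlations are across genes, which are not independent replicates. The median SD over genes was 0.60 on the log2 scale in the control group (n = 4), 0.42 in CAL30 (n = 3) and 0.55 in CAL70 (n = 3). All groups below are those of the labels.

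**Figure D1:**
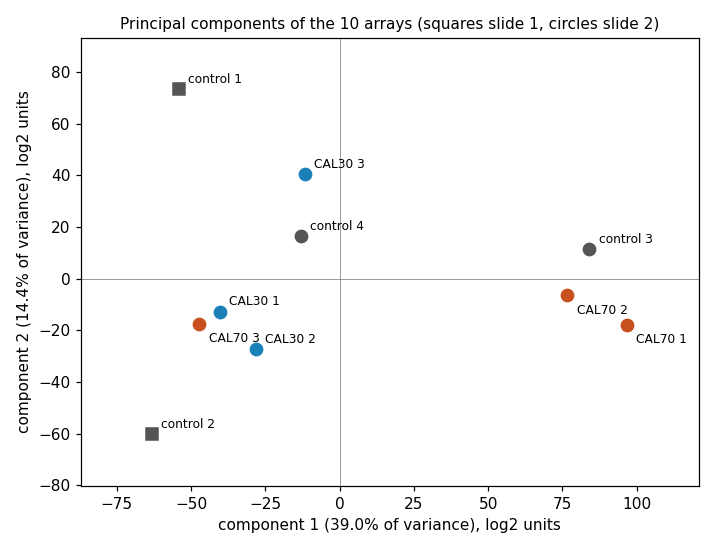
First against second principal component of the 10 arrays, in log2 units, with each point an array coloured by its group and shaped by its slide. The array labelled control 3 lies at 84.1 on the first component, beside CAL70 1 at 96.8 and CAL70 2 at 76.7, and the array labelled CAL70 3 lies at -47.2.

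The comparison of CAL30 against control asks which genes the lower dose altered. No gene passed limma's test at an adjusted p below 0.05, and none of the lipid, stress and proliferation genes fixed in advance passed it. The immediate early genes, which cells switch on within minutes of a stimulus, rose as a list with a median log2 fold change of 0.77, and 19 of the 25 measured members were above control. The list of G2/M and mitosis genes rose with a median of 0.31, and 29 of its 33 members were above control. Both had an adjusted p = 0.991 with an estimated correlation. Among the immediate early genes the smallest p values were those of DUSP1, a phosphatase that turns off MAP kinases, with a log2 fold change of 1.73 ± 0.63 (SE), of FOS with 2.87 ± 1.13, of JUN with 1.30 ± 0.53 and of FOSB with 2.63 ± 1.18. FOS was at -2.51 and -2.00 in controls 1 and 2, and at 1.82 and 2.41 in controls 3 and 4, against 2.29 to 3.80 at CAL30. Within slide 2 the immediate early list had a mean log2 difference of -0.12 against 0.70 over all arrays, and it was not called there. With the slide as a block the mean difference was also -0.12 and camera ranked the list upward, against the sign of its mean, with an adjusted p of 0.821. In the mitosis list, UBE2C (0.92 ± 0.65), CCNB1 (0.95 ± 0.76), ASPM (0.77 ± 0.62) and TTK (0.78 ± 0.69) had the smallest p values. Its mean difference was 0.34 over all arrays, 1.0 within slide 2 and -0.06 without the arrays labelled control 3 and CAL70 3, where the list was no longer called. The value of control 3 in this list was -1.01, against 0.11 to 1.06 in the other controls.

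Both lists were called by camera with a preset correlation of 0.01 between genes, with an adjusted p of 3.84e-05 for the immediate early genes and of 0.0447 for mitosis. Neither call held with an estimated correlation. No member of these lists passed over all genes, nor adjusted over the list alone. In the list of pancreatic endocrine markers, 1 of 6 measured members, NEUROD1, passed when adjusted over the list alone. The number of lists called depended on the arrays used. It was 7 (6 higher, 1 lower) without control 1, 4 (3 higher, 1 lower) without control 2, and 1 without control 3, control 4, CAL30 1 or CAL70 2. Within slide 2 it was 8, with mitosis, G1/S, oxidative phosphorylation and fatty acid synthesis higher at CAL30, and ATF4 targets, NF-kB, NRF2 and cytosolic ribosomal proteins lower. The mean difference of the ATF4 list was -1.17 there, against -0.26 over all arrays. The controls of slide 2 are only controls 3 and 4, at 1.45 and 0.08 in this list, and at -1.01 and 0.11 in mitosis. These differences thus rest in large part on control 3. Without the arrays labelled control 3 and CAL70 3, left out after seeing the data, the ATF4 difference was 0.28.

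Over all genes tested, limma called 0 of 17493 genes in CAL30 against control, and 340 had an unadjusted p below 0.05 where chance gives 874.65. The groups did not overlap in 504 of 16186 genes (3.11%), where chance gives 5.71%. None of the genes described next passed, since the smallest adjusted p over all genes was 0.168. They were among those with the smallest p whose CAL30 arrays all lay on the same side of all controls. GBP5, an interferon-induced GTPase, was not well above background in control and at least 6.78-fold brighter at CAL30. The sizes of dim genes depended on the source of the values, as the log2 fold change at CAL30 in the authors' value table was 0.34 for GBP5, 0.28 for NEUROD1, 0.84 for FIBCD1 and -1.07 for LSAMP. NEUROD1, an endocrine transcription factor, was at least 2.56-fold brighter. ARGLU1 was well above background on every array, at 1.52 ± 0.33 (SD, n = 3) against 0.19 ± 0.53 (SD, n = 4). FIBCD1 was above background on 1 of 4 control arrays and had a log2 fold change of 2.84 ± 0.63 (SE). Lower at CAL30 were LSAMP, a neuronal adhesion protein, with a log2 fold change of -3.08 ± 0.53, ASCL5 with -1.84 ± 0.43, TATDN3 with -1.31 ± 0.38 and OR1F2P with -1.66 ± 0.52. DNAH2 was not well above background at CAL30 and was at least 6.77-fold brighter in control.

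The genes of lipid synthesis fixed before the data were examined did not pass the test at CAL30. SREBF1, the master regulator of fatty acid synthesis, was at 6.08 ± 0.04 (SD, n = 3) against 5.80 ± 0.83 in control (SD, n = 4), on a log2 scale relative to the 75th percentile of each array. Its second probe, which was dimmer, lay below control, with a difference of -0.75 where the brightest probe gave 0.27. The log2 fold changes of the other lipid genes were -0.01 ± 0.94 (SE) for FASN, fatty acid synthase, and 0.43 ± 0.59 for SCD, stearoyl-CoA desaturase. With the slide as a block and within slide 2, SCD had 1.23 and FASN 0.99, and neither passed. As lists, fatty acid synthesis (median 0.11, adjusted p = 0.279) and cholesterol synthesis (median 0.08, adjusted p = 0.842) were not called. The stress genes DDIT3 (-0.61 ± 1.31), HSPA5 (-0.35 ± 0.67) and HMOX1 (-0.83 ± 0.998) and the proliferation marker MKI67 (-0.18 ± 0.79) did not differ beyond their error. Within slide 2 the values were -2.14 for DDIT3, -1.05 for HSPA5, -1.58 for HMOX1 and 0.52 for MKI67, and none passed. The controls there are only controls 3 and 4. The 3 probes of MKI67 disagreed in sign, with differences of -0.18, -0.04 and 0.63. CYP1A1, a target of the aryl hydrocarbon receptor, was above background on 1 of 4 control arrays and 2 of 3 CAL30 arrays. The probe of CDKN1A was well above background on 0 arrays and was not tested.

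The comparison of CAL70 against control asks the same of the higher dose. The lists of mitosis and of G1/S fell and those of ATF4 targets and of the unfolded protein response rose, while no gene passed alone. None of these 4 lists was called with an estimated correlation (adjusted p = 0.860, and 0.884 for the ATF4 targets). The list of heat shock genes was not called with either (median 0.01, adjusted p = 0.977 with the preset correlation). All 33 measured genes of G2/M and mitosis were below control, with a median log2 fold change of -0.98, and 30 of 32 genes of G1/S and DNA replication were below it, with a median of -0.85. Of the 30 targets of ATF4, the transcription factor of the integrated stress response, 29 were above control with a median of 0.58, as were 21 of 25 genes of the unfolded protein response (median 0.62). The array labelled control 3 lay near CAL70 1 and CAL70 2 in these lists. Its mean level in the ATF4 list was 1.45, beside 1.76 in CAL70 1 and 1.11 in CAL70 2, while CAL70 3 was at -1.04 and the other controls between -1.35 and 0.08. In the mitosis list control 3 was at -1.01, beside -1.99 and -1.17 in CAL70 1 and CAL70 2, while CAL70 3 was at 0.68.

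**Figure D2:**
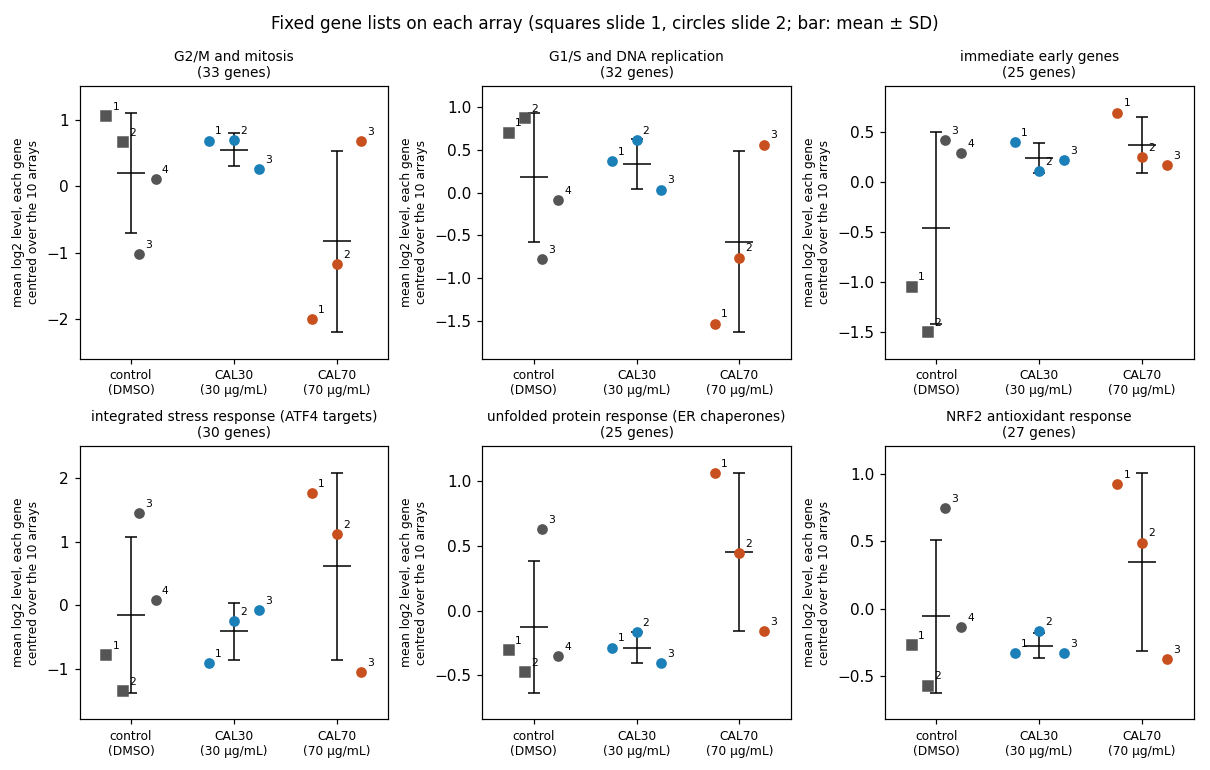
Mean log2 level of 6 fixed gene lists on each array, each gene centred over the 10 arrays, with points numbered by replicate, squares for slide 1, circles for slide 2, and bars for the group mean ± SD. In the ATF4 list the array labelled control 3 (1.45) lies beside CAL70 1 (1.76) and CAL70 2 (1.11), and CAL70 3 (-1.04) lies among the controls.

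Among the mitosis genes, CDC25B, a phosphatase that starts mitosis, was at 1.98 ± 0.42 at CAL70 (SD, n = 3) and 3.45 ± 0.69 in control (SD, n = 4), a 2.76-fold lower level. AURKA, the Aurora A kinase, had a log2 fold change of -1.67 ± 0.60 (SE), CDC20 of -1.35 ± 0.55 and MKI67 of -1.89 ± 0.79, where its dimmer probes had -0.91 and -0.97. The value of MKI67 was -1.0 without CAL70 1 and -2.63 without CAL70 3. In the G1/S list RRM2, the ribonucleotide reductase subunit, had -1.79 ± 0.69, UNG -1.24 ± 0.65 and TK1 -1.21 ± 0.65. In the ATF4 list the amino acid transporter subunit SLC3A2 had 1.71 ± 0.92, DDIT3 (CHOP) 2.08 ± 1.31 and SLC7A11, the cystine transporter, 1.36 ± 0.96. SESN2, measured on only part of the arrays, went the other way (-1.69 ± 0.92). The genes of the unfolded protein response with the smallest p values were CREB3L2 (1.26 ± 0.47), EDEM1 (0.97 ± 0.44), SYVN1 (0.82 ± 0.44) and HERPUD1 (1.71 ± 0.94). None of these genes passed the test, with an adjusted p of 0.967 for each.

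The other 6 lists called at CAL70 had an adjusted p = 0.860 with an estimated correlation, except 0.884 for oxidative phosphorylation. The NF-kB and inflammatory cytokine list rose, with 16 of 20 members above control and a median of 0.81. Its genes with the smallest p values were the chemokines CXCL2 (2.18 ± 1.05), CXCL8 (1.62 ± 0.90) and CXCL3 (1.11 ± 0.73) and the apoptosis inhibitor BIRC3 (1.22 ± 0.78). The NRF2 antioxidant list rose (23 of 27 above control, median 0.36), with GCLC at 1.30 ± 0.78, SRXN1 at 0.96 ± 0.60 and HMOX1, heme oxygenase, at 1.43 ± 0.998. The autophagy and lysosome list rose (22 of 27 above control, median 0.37), although its 2 members with the smallest p, the protease CTSB (-1.46 ± 0.56) and PIP4P2 (-0.77 ± 0.34), lay below control. The immediate early list rose (22 of 25, median 0.82), with EGR1 at 1.78 ± 0.77. Replication-dependent histones fell (16 of 21 below control, median -0.31), as with H1-3 at -1.12 ± 0.47, though H2AC11 was above control by 1.35 ± 0.64. The list of oxidative phosphorylation fell (19 of 24 below control, median -0.22), as with ATP5MC1 at -0.88 ± 0.42. The array labelled control 3 had 1.20 in the NF-kB list and 0.75 in the NRF2 list, beside 1.19 and 0.93 in CAL70 1, and CAL70 3 had -0.38 and -0.37.

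The 10 lists were called by camera with the preset correlation, with adjusted p values from 8.57e-13 for mitosis to 0.0391 for oxidative phosphorylation. None was called with an estimated correlation. No member passed, over all genes or adjusted over the list alone. With the slide as a block, and within slide 2, the unfolded protein response was the only list called, with adjusted p values of 0.0171 and 0.0313. Within slide 2 the mean difference from control was -0.15 for the ATF4 list against 0.76 over all arrays, -0.38 against -1.04 for mitosis, -0.15 against -0.75 for G1/S, 0.02 against 0.83 for the immediate early list, 0.01 against 0.79 for NF-kB and 0.04 against 0.40 for NRF2. It was 0.31 against 0.57 for the unfolded protein response, and -0.39 against -0.31 for histones, which were not called (adjusted p = 0.0807). The controls of slide 2 are only controls 3 and 4, at 1.45 and 0.08 in the ATF4 list and -1.01 and 0.11 in mitosis. Without the arrays labelled control 3 and CAL70 3, left out after seeing the data, the differences of these 2 lists were 2.12 and -2.20. Without CAL70 1, 2 lists were called, mitosis and the immediate early genes. Of the lists of other cell types, pancreatic ductal markers (adjusted p = 0.108), endocrine markers (0.752), leukocyte markers (0.882) and endothelial markers (0.662) were not called, and the acinar and fibroblast lists had 4 measured genes each and were not tested.

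At CAL70, limma called 0 of 17540 genes, and 557 had an unadjusted p below 0.05 where chance gives 877. The groups did not overlap in 477 of 16280 genes (2.93%), where chance gives 5.71%. Without the arrays labelled control 3 and CAL70 3, a setting chosen after seeing the data, 466 genes were called, 301 higher and 165 lower at CAL70. That count is not independent evidence, since these 2 arrays were left out for their values. Without control 2, 1 probe with no gene name was called. The genes next in line did not pass (adjusted p = 0.967 each). RRAGB, a GTPase of amino acid sensing, was well above background on the CAL70 arrays and on 0 control arrays, and GXYLT1P3, equally dim in control, was at least 3.44-fold brighter at CAL70, with a log2 fold change of 0.67 in the authors' value table. THAP9 (2.21 ± 0.57 SE), CABLES2 (1.28 ± 0.34) and ZNF514 (1.72 ± 0.48) were also higher. Lower were GINS4, a subunit of the replication helicase, at 2.03 ± 0.43 (SD, n = 3) against 3.71 ± 0.89 in control (SD, n = 4), KLK7 (-2.15 ± 0.62 SE), ASCL5 (-1.45 ± 0.43) and LY6D, which was well above background on the control arrays and on 0 CAL70 arrays. The probe of CDC25B lies on chromosome 20 at 3786178 to 3786237 and that of GINS4 on chromosome 8 at 41402042 to 41402101 (hg19).

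The lipid genes did not pass the test at CAL70. The log2 fold changes were -0.35 ± 0.55 (SE) for SREBF1, -0.91 ± 0.94 for FASN and 0.37 ± 0.59 for SCD. With the slide as a block and within slide 2 they were 0.0076 for SREBF1, 0.088 for FASN and 1.17 for SCD. Without each replicate in turn, FASN ran from -1.86 to -0.35 and SCD from 0.05 to 0.86. The lists of fatty acid synthesis (median -0.16) and cholesterol synthesis (median -0.01) were not called, with an adjusted p of 0.972 each. FASN was at 3.01 in control 3, 3.24 in CAL70 1 and 3.22 in CAL70 2, and between 4.41 and 6.78 on the other 7 arrays. DDIT3 was at 2.75, 3.29 and 2.92 on those same 3 arrays, in that order, and between -2.48 and -0.45 on the others. HMOX1 was at 4.07, 5.25 and 3.62 there and between 0.59 and 1.58 elsewhere. HSPA5, the main chaperone of the endoplasmic reticulum, had a log2 fold change of 0.79 ± 0.67, and was at 3.57, 4.24 and 3.44 on those arrays against 1.43 to 2.33 elsewhere. Within slide 2, whose controls are controls 3 and 4, the log2 fold changes were 0.55 for DDIT3, 0.68 for HMOX1 and 0.0867 for HSPA5. Without CAL70 1 these were 1.23, 0.44 and 0.18, and without CAL70 3 they were 3.59, 2.59 and 1.59. CYP1A1 was above background on 0 CAL70 arrays and 1 of 4 control arrays, too few for a fold change. The probes lie at 57911200 to 57911526 of chromosome 12 for DDIT3 and at 35790122 to 35790181 of chromosome 22 for HMOX1 (hg19).

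**Figure D3:**
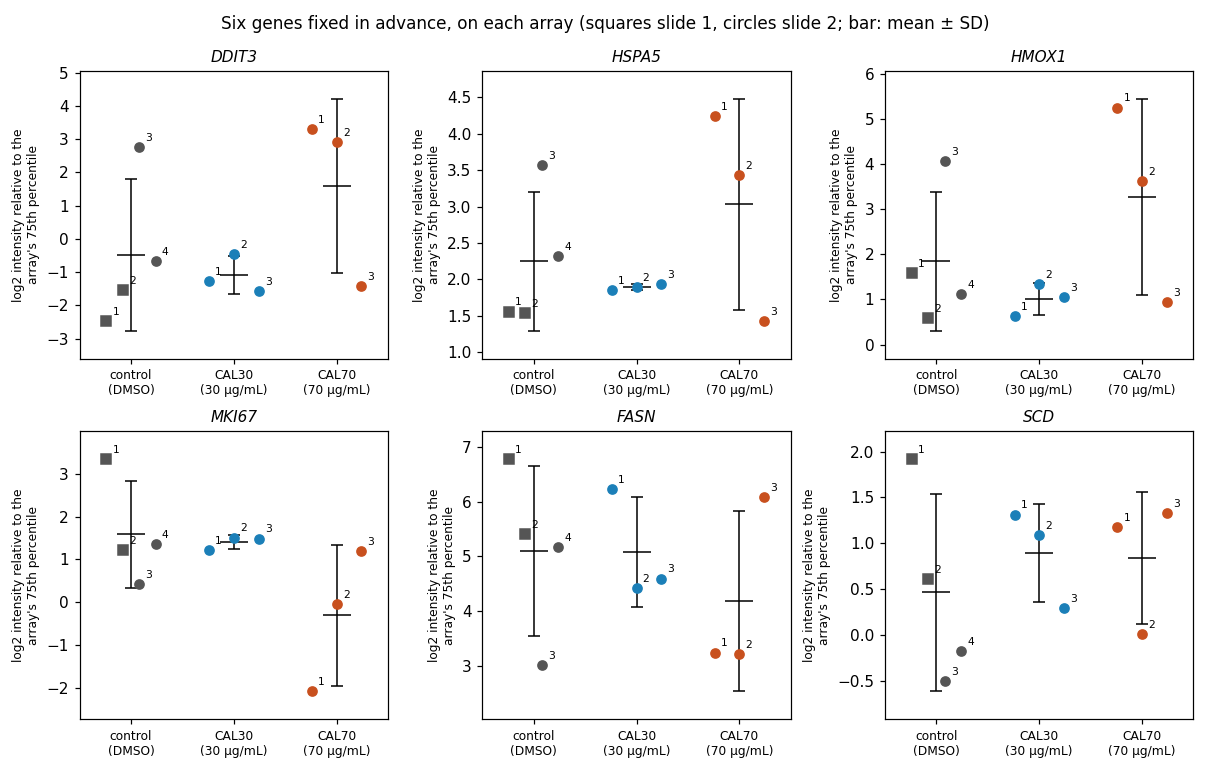
Log2 intensity of 6 genes relative to the 75th percentile of each array, with points numbered by replicate, squares for slide 1, circles for slide 2, and bars for the group mean ± SD. DDIT3 lies at 2.75 in the array labelled control 3, 3.29 in CAL70 1 and 2.92 in CAL70 2, and between -2.48 and -0.45 on the other arrays.

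The comparison of CAL70 against CAL30 asks whether the doses differ. The lists of mitosis and of G1/S fell at the higher dose and those of ATF4 targets, of the unfolded protein response and of NRF2 rose, among 9 lists called. None of the 9 was called with an estimated correlation (adjusted p = 0.682, and 0.743 for the ATF4 and NF-kB lists). All 33 mitosis genes (median log2 fold change -1.27) and 30 of 32 G1/S genes (median -0.98) were below CAL30, as with CDC25B (-1.81 ± 0.44 SE), AURKA (-1.95 ± 0.64), TOP2A (-2.86 ± 1.16), POLE (-1.36 ± 0.44) and RFC3 (-1.69 ± 0.68). Of the ATF4 targets 29 of 30 were above CAL30 (median 0.77), with SLC3A2 at 2.39 ± 0.98 and DDIT3 at 2.69 ± 1.41. The unfolded protein response list rose (21 of 25, median 0.74), with HYOU1 at 1.37 ± 0.56, SYVN1 at 1.14 ± 0.47, SEL1L at 1.66 ± 0.69 and HERPUD1 at 2.33 ± 1.0. The NRF2 list rose too (22 of 27, median 0.54), with TXNRD1, thioredoxin reductase, at 1.43 ± 0.58 and HMOX1 at 2.26 ± 1.07, as did the lists of autophagy (median 0.45), with SQSTM1, the autophagy receptor p62, at 1.97 ± 0.89, and of NF-kB (median 0.94). Oxidative phosphorylation (median -0.38), with ATP5F1C at -1.32 ± 0.46, and pancreatic ductal and epithelial markers (median -0.52), with KRT19 at -1.09 ± 0.48, fell. In CAL70 3 the mitosis list was at 0.68, beside 0.27 to 0.70 on the 3 CAL30 arrays. CAL70 3 lay below all CAL30 arrays in the ATF4 (-1.04 against -0.91 to -0.07), NRF2 (-0.37 against -0.33 to -0.16) and NF-kB lists (-0.38 against -0.34 to -0.06). The rise of these lists came from CAL70 1 and CAL70 2. In the autophagy list CAL70 3 was at -0.21 (CAL30 -0.23 to -0.20), and in the unfolded protein response at -0.16 (CAL30 -0.40 to -0.17).

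These 9 lists had camera adjusted p values from 1.54e-16 for mitosis to 0.0372 for ductal markers. Adjusted over the list alone, 1 gene passed, NEUROD1 (-1.66), an endocrine marker, and no member of these 9 lists did. Without CAL70 1, 3 lists were called, mitosis, G1/S and oxidative phosphorylation, all lower, and none of the 5 lists that rose was. Both groups were on slide 2, so that the slide does not separate them. limma called 0 of 17490 genes, with 735 at an unadjusted p below 0.05 where chance gives 874.5. The groups did not overlap in 1339 of 16538 genes (8.10%), where chance gives 10%. Without the arrays labelled control 3 and CAL70 3, left out after seeing the data, 257 genes were called. That count is not independent evidence, since these arrays were left out for their values. Without control 3, 1 gene was called, ENTREP1, named here after its value was seen (log2 fold change 5.84, adjusted p = 0.0137). Of the genes with the smallest p whose groups did not overlap, none passed (adjusted p from 0.690 to 0.898). HNRNPA1, an RNA-binding protein whose many pseudogenes can share its probe, was at 6.20 ± 0.43 at CAL70 and 7.96 ± 0.27 at CAL30 (SD, n = 3 each). NCAPD2, a subunit of condensin, had a log2 fold change of -2.65 ± 0.60 (SE), and GBP5, S100A7A and OR8H3, not well above background at CAL70, were at least 8.39-fold, 7.88-fold and 6.66-fold brighter at CAL30. Higher at CAL70 were TATDN3 (1.58 ± 0.40) and DNAJB4, a heat shock cochaperone (1.71 ± 0.47). PIWIL4 and GXYLT1P3 were not well above background at CAL30 and at least 9.22-fold and 4.91-fold brighter at CAL70, and CFAP251 was well above background on the CAL70 arrays and on 0 CAL30 arrays. In the authors' value table the log2 fold changes were 0.78 for PIWIL4, 0.71 for GXYLT1P3, -0.36 for GBP5, -1.01 for S100A7A and -0.97 for OR8H3. The lipid genes differed by less than their error or close to it, with -0.63 ± 0.59 for SREBF1, -0.90 ± 1.0 for FASN and -0.06 ± 0.63 for SCD. HSPA5 had 1.14 ± 0.72 and MKI67 -1.71 ± 0.85, and CYP1A1 was above background on 0 CAL70 and 2 of 3 CAL30 arrays. Without each replicate in turn, SREBF1 ran from -1.23 to -0.24 and FASN from -1.85 to -0.32. HSPA5 ran from 0.54 to 1.94 and MKI67 from -2.46 to -0.83.

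The mean of both doses was compared with control to ask what the doses altered on average. Opposite changes at the doses cancel in this mean. The immediate early list rose (23 of 25 above control, median 0.59). It had an adjusted p = 0.922 with an estimated correlation, and within slide 2 its mean difference was -0.05. Among its genes were DUSP1 at 1.5 ± 0.53 (SE), FOSB at 2.61 ± 1.0, FOS at 2.47 ± 0.96 and EGR1 at 1.66 ± 0.65. EGR1 was at 1.26 and 1.66 in controls 1 and 2, and at 4.06 and 4.78 in controls 3 and 4. The lists of mitosis (29 of 33 below control, median -0.35) and of G1/S (29 of 32 below, median -0.30) fell over all arrays. Their mean differences were -1.04 and -0.75 at CAL70 but 0.34 and 0.16 at CAL30, so the fall came from CAL70. Over all arrays both lists had an adjusted p = 0.922 with an estimated correlation. Within slide 2 both lists were called the other way, with mean differences of 0.31. The camera adjusted p values there were 0.0176 for mitosis and 0.00562 for G1/S. With the slide as a block these were 0.00944 and 0.00409. The controls of slide 2 are only controls 3 and 4. Control 3 was at -1.01 in mitosis and -0.78 in G1/S, against 0.11 and -0.08 in control 4. The turned sign therefore depends on control 3. CDC20 (-0.76 ± 0.46) and CCNE2 (-0.74 ± 0.47) were among their genes. Over all arrays the camera adjusted p values of the 3 lists were 1.01e-07, 0.00388 and 0.00598. The 3 calls became 1 without control 1, control 2, CAL70 1, CAL70 2 or CAL30 3, 5 without CAL30 2, 8 without CAL70 3 and 9 without control 3. limma called 0 of 17489 genes, with 379 at an unadjusted p below 0.05 where chance gives 874.45. Within slide 2, and without control 2, 1 probe with no gene name was called. Without the arrays labelled control 3 and CAL70 3, left out for their values after seeing the data, 6 genes were called, which is not independent evidence.

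The fold changes at both doses were set against each other across 15990 genes. Their Pearson r was 0.19, and genes are not independent replicates. Both doses share the same controls, and unchanged groups simulated against such controls gave an r of 0.43 (0.40 to 0.46 over 20 simulations). Genes were simulated independently, unlike real genes, so that this range is too narrow to judge the 0.19 by. The observed r had an SD of 0.14 when each array was left out in turn. Such values share most of their arrays, so this SD is smaller than the error of r and cannot judge the 0.19 either. The covariance was 0.05 against 0.15 simulated, a difference of -0.10. With the controls split 2 and 2 between the doses, r was -0.22 on average over the 6 splits, with a range from -0.50 to 0.08. It was 0.51 without control 3 and -0.01 without CAL70 3.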

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

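The weighing below used tests chosen after the results were seen, while the search for controls far from the others was fixed in advance. Among the 4 controls, a value stands out when its gap to the nearest other control is a larger part of the range than Dixon's critical value. Of 69 values tested, 6 did, where chance gives about 1 in 20 of independent values. These values are not independent, since lists move together and some genes, CDC25B and CABLES2 among them, were picked by p on these arrays. The count is therefore not a test. In 3 of them the array labelled control 3 stood apart. Its autophagy and lysosome list was at 0.44 against -0.32 to -0.22 in the other controls (ratio 0.878), its unfolded protein response list at 0.63 against -0.47 to -0.31 (ratio 0.849), and its level of CDC25B at 2.42 against 3.68 to 3.85 (ratio 0.880). Control 1 stood apart in the housekeeping list, at 0.21 against -0.16 to -0.14 (ratio 0.943). Control 2 did so in the steroid hormone list, at -0.54 against 0.05 to 0.17 (ratio 0.836), and control 4 in CABLES2, at -2.22 against -2.77 to -2.73 (ratio 0.920).

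The array labelled control 3 resembled CAL70 1 and CAL70 2. The array labelled CAL70 3 resembled controls 1, 2 and 4 and the CAL30 arrays more than CAL70 1 and 2. Its mean r was highest with the CAL30 arrays (0.970). Controls 1, 2 and 4 also had a higher mean r with the CAL30 arrays (0.953, 0.957 and 0.970). With the other controls, control 3 included, theirs was 0.938, 0.939 and 0.952. The closeness of CAL70 3 to CAL30 thus does not set it apart from these controls. After quantile normalization control 3 still had a mean r with CAL70 1 and 2 that was 0.0471 above that with the other controls, whose own r differed by 0.0185. This test does not decide on a difference in array brightness. A shift common to a whole array does not alter r, and quantile normalization changed it little, from 0.9742 to 0.9737 and from 0.9285 to 0.9266. A difference between slides is argued against, since r of control 3 with either of these CAL70 arrays was at least 0.0244 above its r with control 4 on the same slide. An exchange of the labels of control 3 and CAL70 3 may account for it, because both arrays correlated better with the opposite group, by 0.0332 or more; it remains a hypothesis, found and tested on the same arrays, and a stressed control culture beside a treated culture that did not respond, a biological explanation, was not tested. Reversing slide 2 end to end, which could also exchange control 4 with CAL30 1, was ranked 3 of the 10 placements of the remaining labels by 15331 genes outside the fixed lists and 1 by the ATF4 list, and the exchange of control 3 and CAL70 3 alone 7 and 6; 10 placements are too few to decide, and the reversal and the exchange alone cannot be told apart.

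The immediate early genes were lower in control than at both doses. A difference between the slides may account for it, since within slide 2 the list's difference from control was 0.0190 of the difference over all arrays at CAL70, and at CAL30 it was -0.12 against 0.70, of the opposite sign. The 8 arrays of slide 2 lay between 0.11 and 0.70 in this list whatever their label, and controls 1 and 2 on slide 1 at -1.05 and -1.51. Whether cells of the 2 slides were also grown or harvested apart is not given in the sources used here, and no biological explanation was tested.

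The labels gave 0 genes in each comparison, so that every split of the arrays gives at least as many by construction, and the number of such splits says nothing about chance. It was 35 of 35 in CAL30 against control, where the highest other split called 24. It was 35 of 35 in CAL70 against control, where the highest other called 2264. That split exchanges the labels of control 3 and CAL70 3, and points to a structure of the samples that the labels do not follow. It was 100 of 100 drawn splits for the mean of both doses, with up to 905. For CAL70 against CAL30 it was 10 of 10, and the 10 splits are too few for a share under 0.05; the labels gave 0 and the highest other split 0.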

How the results depend on the processing

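The arrays labelled control 3 and CAL70 3, and those with control 4 and CAL30 1, were left out only after seeing the data; the other settings were planned. The cause of the changes below was not tested, except that fewer arrays or a slide with 2 controls give less precision. Dim probes limit what can be measured, as 48.8% to 55.8% of spots were well above background. A fit of only the groups compared was not run for the mean of both doses, which already uses all groups.

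The count of genes called stayed at 0 under each planned setting at an adjusted p below 0.05, except 1 for the mean of both doses within the slide that holds all 3 groups, and 0 to 1 without each replicate in turn for CAL70 against control, CAL70 against CAL30 and the mean of both doses (0 for CAL30). At an unadjusted p below 0.05 and at least 2-fold, 264 genes (CAL30), 451 (CAL70), 637 (CAL70 against CAL30) and 259 (mean) were counted. Without control 3 and CAL70 3, 466, 257 and 6 were called for CAL70, CAL70 against CAL30 and the mean; also without control 4 and CAL30 1, 191, 19 and 4 (FOSB, LAMP3, RPA4 and a probe with no gene name, chosen after their values were seen), where both controls left are on slide 1. CAL30 stayed at 0 in both.

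The lists called (2 for CAL30, 10 for CAL70, 9 for CAL70 against CAL30, 3 for the mean) were 0 in all 4 with an estimated correlation. For CAL30 they were 1 with quantile normalization, with median centring, with flagged spots kept, with the mean of probes, and without control 3 and CAL70 3; 6 with no filter; 7 with the slide as a block (3 higher, 4 lower); 8 within the slide (4 higher, 4 lower); 4 with array weights; 8 without the 4 arrays; and 1 to 7 without each replicate. For CAL70 they were 1 with the slide as a block and within the slide, and 2 to 10 without each replicate. For CAL70 against CAL30 they were 3 (0 higher) to 12 without each replicate. For the mean they were 6 with no filter, 5 with the slide as a block (3 higher, 2 lower), 8 with array weights, 10 without control 3 and CAL70 3, 11 without the 4 arrays, and 1 to 9 without each replicate. No filter on dim probes also moved the median of all genes by -0.18 (CAL30) and -0.14 (CAL70 and the mean).

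With the replicate block, the lists called for CAL30 were 1 and FASN at CAL30 was 0.0152; it changed no count of genes. The correlation of same-numbered deviations ran from -0.69, for control 3 with CAL70 3, to 0.19. It was 0.12, 0.19 and 0.13 for control with CAL30, and from -0.22 to 0.07 for the remaining pairs. Arrays of different number were not correlated as a reference, so that whether the numbers pair the arrays was not settled.

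The correlation of both doses was 0.38 with no filter, 0.36 within the slide, 0.41 without control 3 and CAL70 3, 0.58 without the 4 arrays, and -0.0106 to 0.51 without each replicate.

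Of the 53 log2 fold changes of genes recomputed under the planned settings, 0 had an adjusted p below 0.05. ENTREP1, not among these genes, did without control replicate 3 (CAL70 against CAL30). Without turning sign, 24 of the 53 were smaller by over 1.5 times in the series matrix and 23 with normexp, and with the slide as a block 5 were smaller and 7 larger by as much, with SCD at 1.23 (CAL30) and 1.17 (CAL70). These log2 values of the genes and lists described turned sign. With the slide as a block and within the slide, at CAL30 FASN was 0.99, CYP1A1 -0.40, MKI67 0.52 and the immediate early list -0.12; at CAL70 SREBF1 was 0.0076, FASN 0.088 and the ATF4 list -0.15; for the mean, the G1/S and mitosis lists were 0.31 and the immediate early list -0.0498. At CAL30 FASN was 0.0447 with median centring, 0.11 with normexp, 0.018 with array weights and 0.0715 in the series matrix; MKI67 was 0.0411 with normexp, 0.14 with the mean of probes and 0.0898 in the series matrix; SREBF1 was -0.24 with the mean of probes and CYP1A1 -0.51 with array weights. The mitosis list at CAL30 was -0.0642 without control 3 and CAL70 3.

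Without each replicate in turn, the ranges that crossed 0 were, at CAL30, FASN -0.70 to 0.55, CYP1A1 -0.26 to 1.12, DDIT3 -1.27 to 0.47, HSPA5 -0.59 to 0.0893, MKI67 -0.56 to 0.41 and the mitosis list -0.0642 to 0.63; at CAL70, SREBF1 -0.96 to 0.0582 and histones -0.61 to 0.0204; and for CAL70 against CAL30, SCD -0.36 to 0.35.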

Other observations

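Further genes followed the same 3 arrays, described here by array and not by label. They are named because they follow these arrays, which were seen to stand apart in the same data. They are therefore no further evidence for that split, and the share of all genes that follow it is not given. TRAF1, an NF-kB target, was at 0.59 in control 3, 0.69 in CAL70 1 and 0.06 in CAL70 2, and between -6.74 and -3.81 on the other 7 arrays, in log2 units relative to the 75th percentile. WIPI1, a protein of autophagosome formation, was at 5.08, 6.51 and 5.28 on these arrays, in that order, and between 0.72 and 2.25 elsewhere. SQSTM1 was at 4.42, 5.06 and 4.57 against 1.47 to 2.13, and HERPUD1, an endoplasmic reticulum stress gene, at 6.21, 7.36 and 5.56 against 2.80 to 3.76. TOP2A, the topoisomerase of dividing cells, went the other way, at 1.40, 0.09 and 0.31 against 2.91 to 5.42. The p53 target list was at 0.56, 0.64 and 0.46 on these arrays and between -0.52 and 0.03 elsewhere.

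Other lists followed no such line. Interferon-stimulated genes lay between -0.30 and 0.31 over all arrays, heat shock genes between -0.30 and 0.39, and genes of the TCA cycle between -0.27 and 0.25. The cholesterol list was at -0.53 in control 3 and -0.64 in CAL70 2, but at 0.42 in CAL70 1. Cytosolic ribosomal proteins were at 0.48 in control 3 and 0.37 in CAL70 2, but at -0.03 in CAL70 1 and 0.37 in CAL30 3.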
